A study of Tetrahymena thermophila with 14 samples. Its data were reported in "Negative Regulators of an RNAi-Heterochromatin Positive Feedback Loop Safeguard Somatic Genome Integrity in Tetrahymena" (2017).

How the data were processed

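Small RNAs of the scnRNA size class were sequenced from conjugating cells, 1 library for each genotype and stage, and 2 kinds of deposited file were used. The compiled profiles are in RPKM, reads per kilobase per 1000000 reads, as deposited by the authors. Per the study's methods, reads were placed by a fixed position within the read on the 500 bp inside and outside of every type-A or type-B IES boundary and summed over loci in 10-bp bins, with sense and antisense strands apart. The genome-wide tracks hold RPM, reads per 1000000 reads, computed by the authors in 100-bp bins over the MIC supercontigs from the 5′ end of each read, with both strands together. The mapping program, its version, and the treatment of reads that match several places are not stated, so reads from repeated sequences can be counted at more than 1 place or at none. Files for 13 of the 14 samples were read. The samples were grouped by the genotype and stage in their labels.

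The last line of each profile, 0 in every column, was left out. Profile values were whole multiples of the value of 1 read, and the divisor of each library obtained from the type-A columns equalled that from the type-B columns. Track values divided by the smallest value above 0 gave whole reads for 100% of the values in all 7 tracks. The tracks had 55.5% (WT 3 hpm), 44.2% (WT 10.5 hpm), 63.5% (WT 12 hpm), 60.6% (COI6 KO), 61.2% (COI7 mutant), 69.9% (LIA5 KO) and 64.5% (JMJ1 KO) of the profile divisor of the same library as their own divisor. What either divisor counts is not stated. The profile levels were used as deposited, and each track was rescaled to RPM of the reads it holds, because the WT 10.5 hpm track sums to 478189 RPM and the others to 999557 or more.

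From the profiles the mean level inside (IES) and outside (MDS) was computed over both strands and both boundaries, and each mutant was divided by WT of the same stage. Intervals at 95% for ratios came from the standard error of the log of read counts, and those for shares are Wilson intervals. A count of 0 is taken to allow 3 counts, which is 0.627 RPM in the WT 10.5 hpm track and 0.293 in that of WT at 12 hpm. PCR copies are not independent molecules, so limits and intervals from reads cover counting error only. Intervals for shares of windows and for medians over boundaries treat windows or boundaries as independent.

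Tracks were summed in windows of 1 kb. Windows with at most 1 RPM in WT at 10.5 hpm were silent, and silent windows with at least 4 RPM in another library were ectopic there. Domains were runs of bins at 0.5 RPM or more in WT at 12 hpm, joined over gaps up to 300 bp and at least 1 kb long. Their boundaries were used when the next domain was over 1 kb away. The boundary index took sums over 500 bp with a pseudocount of 0.1 RPM and is given as a median with its order-statistic interval. Shared WT windows were simulated with 100 Poisson draws from the pooled WT composition at the depth of each mutant. The named windows are the 5 with the highest COI6 KO value at 10.5 hpm among those silent in WT at 10.5 and 12 hpm and ectopic in all 4 mutants. This rule, the comparisons and most alternatives were fixed before the data were examined. The alternatives added later were the track divisors for profile levels, track values as deposited, the binomial test and the boundaries with at least 5 WT reads outside.

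With 1 library per genotype and stage no test between genotypes is possible within a stage. No model that pools stages was fitted, and no p-value across windows is given. The alternatives changed the distance from the boundary, the strand, the side, the summary over bins, the scaling, the thresholds, the window length, the WT library that defines silence or domains, the pseudocount and the depth. The calls were tested on simulated data with raised windows among the real ones. All 50 windows raised to 8 RPM and all 50 raised to 16 were called, 21 of 50 raised to exactly the limit of 4, none of 50 raised to 2, and none of 94204 unchanged windows at 1 RPM or less. Calls among unchanged windows were all but ruled out by the setting, since the draws held counting error alone. They give no rate of false calls between real libraries, where WT at 12 hpm passed at 256 windows. Outside signal raised 2-fold at 20390 simulated boundaries gave a median index of 1.77, so the index understates a change at this depth, while unchanged boundaries gave 1.02.

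Gene names were not assigned to supercontig positions, since the gene table at hand belongs to the MAC assembly. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.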

Results

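The data are small RNA sequencing libraries from conjugating cells of the ciliate Tetrahymena thermophila. Each cell carries a germline micronucleus (MIC) and a somatic macronucleus (MAC). During conjugation a new MAC develops from the MIC, and internal eliminated sequences (IESs) are removed from it while the MAC-destined sequences (MDSs) between them are kept. scnRNAs are the small RNAs that guide this removal. Early-scnRNAs are made from the MIC, mainly from type-A IESs and their surroundings. Late-scnRNAs are made later from the developing MAC, where type-B IESs become a source. Stages are given in hours post-mixing (hpm). The 14 samples covered wild-type (WT) cells at 3, 6, 8, 10.5 and 12 hpm, COI6 knockout (KO) cells at the same stages, COI7 mutant and LIA5 KO cells at 10.5 hpm, and JMJ1 KO cells at 10.5 and 12 hpm. COI6 encodes an HP1-like heterochromatin protein, COI7 and LIA5 encode proteins that bind it, and JMJ1 encodes a histone demethylase. The JMJ1 KO samples carry differing spellings of the gene name in their labels, and the WT 10.5 hpm sample was assigned by its title, since its source label names 8 hpm. Each genotype and stage had 1 library, so differences between genotypes have no replicate check and no test between genotypes was made. The COI6 KO library at 8 hpm was not analysed here. The expression of the mutated genes is not measured by scnRNAs, so the genotypes rest on the labels.

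Profiles compiled over all type-A or type-B IES boundaries were read for 13 libraries, and genome-wide tracks for 7 of them. The number of reads by which the authors divided each profile was recovered from the step between its values. In reads it was 43631486 for WT at 3 hpm, 32305914 at 6 hpm, 30200290 at 8 hpm, 22651095 at 10.5 hpm and 16164644 at 12 hpm. For COI6 KO it was 52081945 at 3 hpm, 55813976 at 6 hpm, 47280680 at 10.5 hpm and 46613581 at 12 hpm. It was 21239262 for COI7 mutant, 45199415 for LIA5 KO, 24939576 for JMJ1 KO at 10.5 hpm and 42724172 for JMJ1 KO at 12 hpm. The tracks held 24220041 reads for WT at 3 hpm, 10253685 for WT at 12 hpm, 28665118 for COI6 KO, 13000154 for COI7 mutant, 31567520 for LIA5 KO and 16091997 for JMJ1 KO. The WT 10.5 hpm track held 4782466 reads, which was 47.8% of the number it had been divided by, whereas the WT 12 hpm track held 99.97%. All tracks were therefore rescaled to reads per 1000000 of the reads each holds (RPM). The 10 highest 1-kb windows took 3.81% of the reads of the WT 10.5 hpm track and 0.719% of those of WT 12 hpm. All intervals are 95% intervals. Those from the profiles come from the recovered reads and cover counting error only. Those for shares of windows and for medians over boundaries treat windows or boundaries as independent. None covers variation between libraries.

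The first comparison asked whether scnRNAs stayed within IESs at 10.5 hpm. The mean level over the 500 bp outside the compiled boundaries (MDS) was divided by that over the 500 bp inside (IES). In WT this MDS-to-IES ratio was 0.143 at type-A and 0.0821 at type-B loci, and MDS reads made up 12.5% (12.4 to 12.6%, Wilson) and 7.59% (7.51 to 7.66%) of all reads there. The ratio rose in every mutant library. At type-A loci it was 1.77 times the WT ratio in COI6 KO (1.75 to 1.78), 2.14 times in COI7 mutant (2.11 to 2.16), 3.38 times in LIA5 KO (3.35 to 3.41) and 2.86 times in JMJ1 KO (2.83 to 2.89). At type-B loci the increases were larger. They were 4.16 times in COI6 KO (4.10 to 4.21), 4.21 times in COI7 mutant (4.14 to 4.27), 4.30 times in LIA5 KO (4.25 to 4.35) and 4.85 times in JMJ1 KO (4.79 to 4.92). At 12 hpm the type-B ratio was 4.47 times WT in COI6 KO and 4.25 times WT in JMJ1 KO. Every divisor cancels in this ratio. The alternatives that moved it most were 250 bp on each side, which gave 3.66 for JMJ1 KO at type-B loci, and the median over bins, which gave 6.13.

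**Figure D1:**
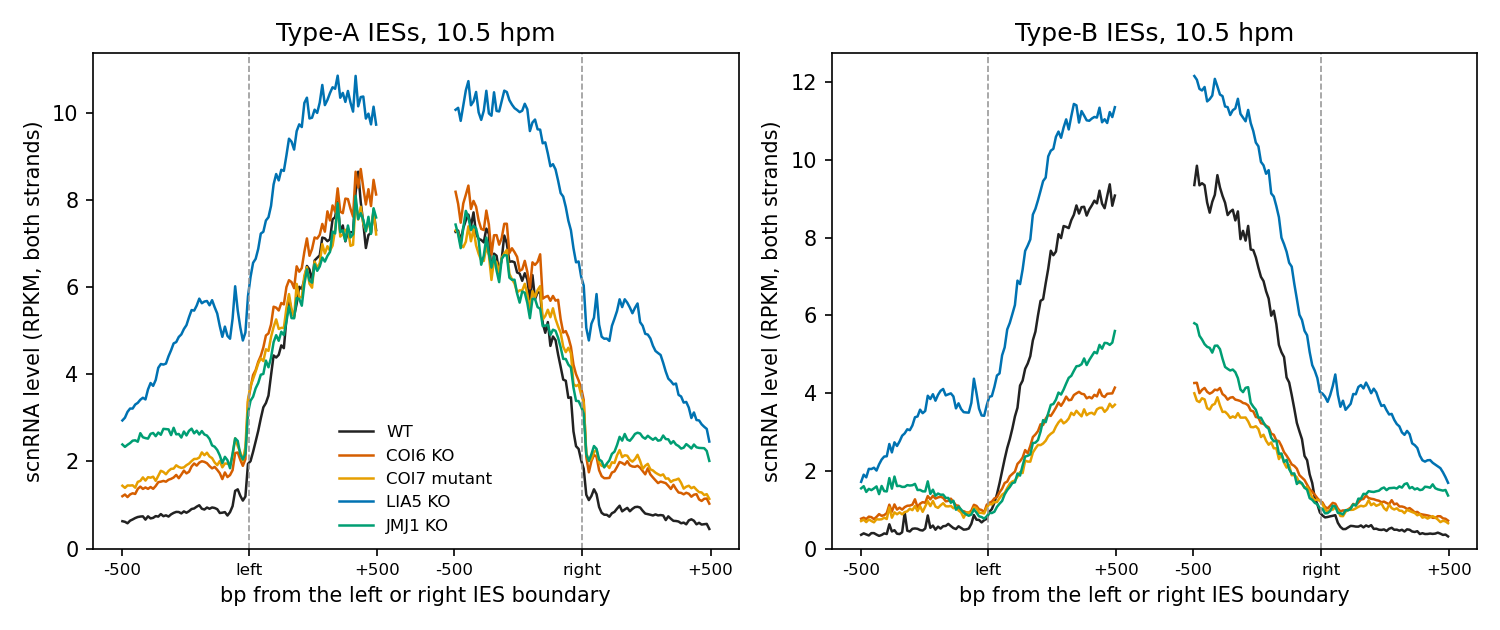
Compiled scnRNA profiles at 10.5 hpm for type-A IESs (left panel) and type-B IESs (right panel), in RPKM summed over both strands (y axis), against the distance in bp from the left and right IES boundaries (x axis, dashed lines at the boundaries); each line is 1 library. Outside the boundaries every mutant line lies above WT on average. Inside type-B IESs the WT mean of 6.38 RPKM lies above COI6 KO, COI7 mutant and JMJ1 KO and below LIA5 KO. The order of WT and LIA5 KO turned over with the divisors of the genome-wide tracks (0.910 times WT). Scaling to the own profiles gave 0.744 times WT, but lowers IES levels by construction when MDS levels rise more.

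The ratio can rise through more scnRNAs on MDSs or fewer on IESs, so the levels were compared separately. On type-B IESs the WT level was 6.38 RPKM at 10.5 hpm. It was 3.10 RPKM in COI6 KO, 0.486 times WT, 2.76 RPKM in COI7 mutant, 0.433 times WT, and 3.42 RPKM in JMJ1 KO, 0.537 times WT. LIA5 KO had 9.18 RPKM, 1.44 times WT. On the MDSs beside type-B IESs the WT level was 0.524 RPKM, and the mutants had 2.02 (COI6 KO), 1.82 (COI7 mutant), 6.19 (LIA5 KO) and 2.61 (JMJ1 KO) times that level. On type-A IESs the level relative to WT was 1.12 in COI6 KO, 1.03 in COI7 mutant, 1.60 in LIA5 KO and 1.01 in JMJ1 KO. On the MDSs beside them it was 1.98, 2.19, 5.40 and 2.89 times WT in the same order. These levels depend on the divisor. When each library was scaled to the sum of its own profiles, the LIA5 KO level on type-B IESs became 0.744 times WT, and with the divisors of the genome-wide tracks, an alternative added after the data were seen, it became 0.910 times WT. The type-A IES level of LIA5 KO became 0.826 times WT with the first scaling, and the second gave 0.816 for COI6 KO, 0.741 for COI7 mutant and 0.691 for JMJ1 KO. The first scaling fixes the sum of each library, so the larger rise of LIA5 KO on MDSs lowers its IES levels by construction. Its values of 0.744 and 0.826 therefore cannot show whether the IES levels of LIA5 KO rose or fell. With the track divisors the MDS levels of all 4 mutants stayed above WT, at type-B 1.47 (COI6 KO), 1.31 (COI7 mutant), 3.91 (LIA5 KO) and 1.78 (JMJ1 KO) times WT and at type-A 1.44, 1.58, 3.41 and 1.98 times in the same order.

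The time course followed the removal of Early-scnRNAs that match MDSs between 3 and 6 hpm and the rise of Late-scnRNAs after that. In WT the MDS-to-IES ratio at type-A loci fell from 0.577 at 3 hpm to 0.280 at 6 hpm, 0.485 times its starting value. In COI6 KO it fell to 0.391 times its value at 3 hpm. The type-A MDS level then fell further in WT, from 1.34 RPKM at 6 hpm to 0.844 RPKM at 10.5 hpm, 0.631 times, while in COI6 KO it rose from 1.28 to 1.67 RPKM, 1.31 times. On type-B IESs the WT level rose from 0.442 RPKM at 6 hpm to 2.68 RPKM at 8 hpm and 6.38 RPKM at 10.5 hpm, 14.4 times the level at 6 hpm. In COI6 KO it rose from 0.620 to 3.10 RPKM over the same interval, 5.00 times. Scaling each library to its own profiles moved these values most. It lowered the WT rise on type-B IESs to 7.23 times and turned the COI6 KO rise on type-A MDSs into a fall to 0.868 times, with the WT value at 0.317 times. This scaling fixes the sum of each library, so the rise on type-B IESs lowers the other levels by construction.

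**Figure D2:**
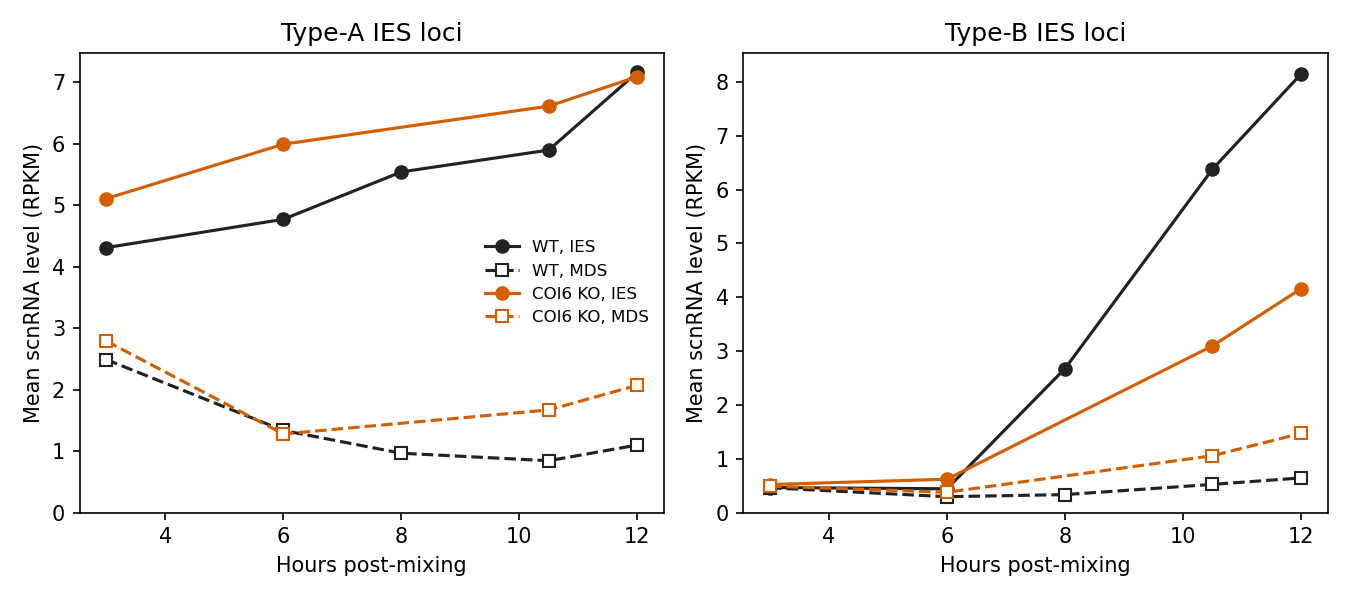
Mean scnRNA level in RPKM (y axis) against hours post-mixing (x axis) for WT and COI6 KO, on IESs (filled circles, solid lines) and MDSs (open squares, dashed lines), at type-A (left panel) and type-B loci (right panel); each point is 1 library, and COI6 KO has no point at 8 hpm. The type-B IES level of WT rises to 8.14 RPKM at 12 hpm and that of COI6 KO to 4.16 RPKM.

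The MDS within 250 bp of the boundary was set against the MDS from 250 to 500 bp. The distal level divided by the proximal level was 0.697 at type-A and 0.708 at type-B loci in WT at 10.5 hpm. COI6 KO had 0.728 and 0.840, COI7 mutant 0.749 and 0.838, and LIA5 KO 0.709 and 0.675. JMJ1 KO was the 1 genotype at this stage with a higher level distally, with 1.04 at type-A and 1.34 at type-B loci. Its 12 hpm library gave 1.03 and 1.24. At type-B loci the early libraries also lay above 1, with 1.17 at 3 hpm and 1.13 at 6 hpm in WT. COI6 KO had 1.21 and 1.12 there. A higher distal level at type-B loci is thus not particular to JMJ1 KO across stages. Comparing 100-bp zones near to and far from the boundary moved the JMJ1 KO type-B value to 1.51.

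Across the genome, 1-kb windows were called silent when they had at most 1 RPM in WT at 10.5 hpm, and ectopic in another library when silent in WT and at least 4 RPM there. Of 158455 windows, 91014 (57.4%) were silent. The limit equals 4.78 reads in the WT 10.5 hpm track. As the background, 256 windows passed in WT at 12 hpm. WT at 3 hpm, with its Early-scnRNAs, had 2897. The mutants had 537 (COI6 KO), 598 (COI7 mutant), 2103 (LIA5 KO) and 3044 (JMJ1 KO) ectopic windows, 2.10, 2.34, 8.21 and 11.9 times the WT 12 hpm count. At a limit of 8 RPM the background was 112 windows, with 136 in COI6 KO (1.21 times) and 126 in COI7 mutant, and 777 in LIA5 KO (6.94 times) and 903 in JMJ1 KO (8.06 times). When each library was thinned to the same 4782466 reads, the counts were 575, 650, 2135 and 3049, against 284 in WT at 12 hpm. The alternative that lowered the COI6 KO count most required silence in WT at both 10.5 and 12 hpm. It left 89 windows in COI6 KO, 136 in COI7 mutant, 1208 in LIA5 KO and 2188 in JMJ1 KO, and none in WT at 12 hpm by construction. An exact one-sided binomial test on the recovered reads of 2 libraries, which were whole numbers for 100% of the values, called 1610, 1617, 4915 and 7526 of the silent windows at a Benjamini-Hochberg adjusted p under 0.05, and 377 in WT at 12 hpm. That test, chosen after the data were seen, compares libraries and not genotypes. Its windows were selected for few reads in the same WT library it compares with, so its adjusted p is no valid error rate. Its calls also depend on the depth of each library.

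**Figure D3:**
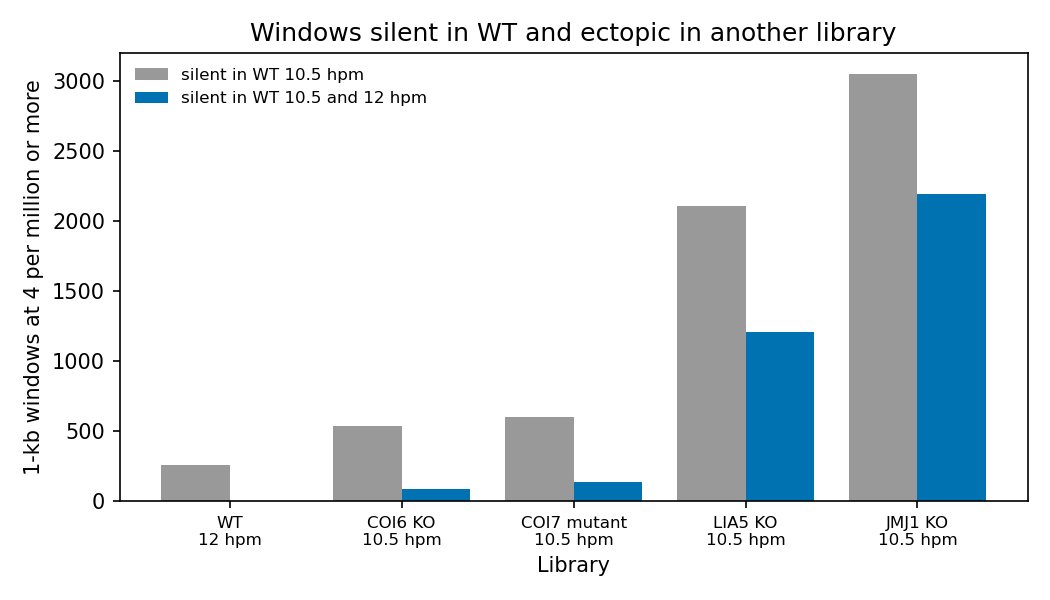
Number of 1-kb windows at 4 RPM or more (y axis) in each library (x axis) among windows silent in WT at 10.5 hpm (grey) or silent in WT at both 10.5 and 12 hpm (blue); each bar is 1 library. JMJ1 KO has 3044 and 2188 windows and COI6 KO 537 and 89.

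The mutants were compared with the same WT library, so some overlap arises without any effect of a mutation. Of the COI6 KO ectopic windows, 60.7% (56.5 to 64.7%, Wilson) were ectopic in COI7 mutant, 63.3% (59.2 to 67.3%) in LIA5 KO and 59.2% (55.01 to 63.3%) in JMJ1 KO. Random placement among silent windows gives 0.657%, 2.31% and 3.34%. In 100 simulated draws, unchanged libraries with the pooled composition of WT at 10.5 and 12 hpm had a mean of 168 ectopic windows at the depth of COI6 KO and shared 153 of them with a simulated COI7 mutant library, 91.2%. Draws from one composition share most of their windows by construction, so this share is no background for the observed one, and the numbers shared were compared instead. They were 326 with COI7 mutant against 153 simulated, 340 with LIA5 KO against 156 and 318 with JMJ1 KO against 155. The simulated numbers cannot exceed the ectopic windows of the simulated libraries, whose mean of 168 lies below the 256 of WT at 12 hpm. The simulation therefore cannot decide whether the observed numbers exceed those of unchanged libraries. Windows silent in both WT libraries cannot become ectopic in this simulation by construction, so it gives no background for them. Among these windows, 42 of the 89 COI6 KO windows (47.2%) were ectopic in COI7 mutant, 69 (77.5%) in LIA5 KO and 45 (50.6%) in JMJ1 KO, against 0.159%, 1.41% and 2.55% for random placement. All 4 mutants shared 216 ectopic windows, 27 of them silent in both WT libraries.

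The IES coordinates were not used here, so the index for single boundaries was computed at domains defined from WT at 12 hpm. These were 12372 runs of 100-bp bins with a median length of 1900 bp, and they covered 19.6% of the bins. At 20390 boundaries the reads over 500 bp outside were divided by those over 500 bp inside, and then by the same ratio in WT at 10.5 hpm. The median index was 0.964 in WT at 12 hpm (0.951 to 0.978), 1.92 in COI6 KO (1.89 to 1.95), 1.97 in COI7 mutant (1.94 to 2.01), 1.79 in LIA5 KO (1.76 to 1.83) and 1.75 in JMJ1 KO (1.72 to 1.79). WT at 3 hpm had a median of 3.96 (3.86 to 4.06), above every mutant, so a high index is not particular to the mutants. An index above 2 was found at 67.04% of boundaries in WT at 3 hpm, at 20.5% of boundaries in WT at 12 hpm and at 48.4%, 49.48%, 45.8% and 45.1% in the mutants in the same order. The WT 10.5 hpm library had a median of 2 reads outside a boundary, so single boundaries are poorly measured. Domains drawn from WT at 10.5 hpm raised the COI6 KO median to 2.96 and that of WT at 12 hpm to 1.85. At the 26.8% of boundaries with at least 5 WT reads outside, a set chosen after the data were seen, the COI6 KO median was 1.09 and that of WT at 12 hpm 0.609. The COI6 KO median was 1.99 times that of WT at 12 hpm over all boundaries and 1.80 times over this set. The domains were drawn from WT at 12 hpm, which lowers its own outside signal. With domains from WT at 10.5 hpm the quotient was 1.60, and with domain bins at 1 RPM it was 1.54.

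**Figure D4:**
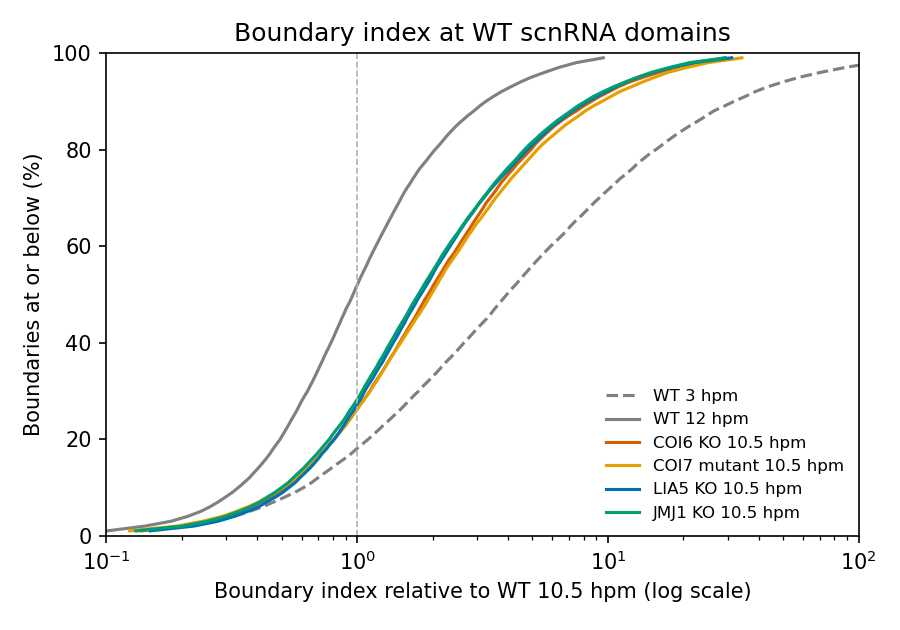
Cumulative share of boundaries (y axis, %) at or below each boundary index relative to WT at 10.5 hpm (x axis, log scale) for WT at 3 hpm (dashed) and 12 hpm and the mutants at 10.5 hpm; each line is 1 library over 20390 boundaries. The medians of the 4 mutants, from 1.75 to 1.97, lie between those of WT at 12 hpm, 0.964, and WT at 3 hpm, 3.96.

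The position of ectopic windows relative to these domains was then compared. In COI6 KO 55.7% (51.5 to 59.8%) of ectopic windows lay within 1 kb of a WT domain, in COI7 mutant 61.0% (57.1 to 64.9%), in LIA5 KO 56.9% (54.8 to 59.0%) and in JMJ1 KO 37.8% (36.1 to 39.5%). The share was 62.9% for the WT 12 hpm background windows and 14.8% for all silent windows. These shares include windows that overlap or touch a domain and so can hold signal of the domain itself. Such windows made up 33.3% of ectopic windows in COI6 KO, 34.6% in COI7 mutant, 19.9% in LIA5 KO and 8.64% in JMJ1 KO. Among the WT 12 hpm background windows they made up 52.7%. Windows further than 5 kb from a domain made up 24.95% in COI6 KO, 20.7% in COI7 mutant, 17.3% in LIA5 KO and 21.9% in JMJ1 KO, against 22.7% (18.0 to 28.2%) of the WT 12 hpm background windows and 54.7% of silent windows. Raising the domain limit to 1 RPM moved the share within 1 kb most, to 39.7% in COI6 KO and 25.2% in JMJ1 KO.

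Over all 1-kb windows, which are not independent replicates, Spearman's rho was 0.925 between COI6 KO and COI7 mutant, the highest of the library pairs at this window length. It was 0.851 between WT at 10.5 hpm and COI6 KO, and 0.865 between WT at 10.5 and 12 hpm. Each mutant had a higher rho with WT at 12 hpm than with WT at 10.5 hpm, such as 0.899 for COI6 KO. The WT 10.5 hpm track held fewer reads, with 65.7% of its 100-bp bins at 0 against 53.8% for WT at 12 hpm. Fewer reads can lower rho, and it was not computed at equal depth. A closer likeness to the later stage is therefore not shown. With 100-bp bins the rho of COI6 KO and COI7 mutant was 0.768 and no longer the highest, with 0.7897 for COI6 KO and LIA5 KO. In 10-kb windows the highest was 0.974, for WT at 12 hpm and LIA5 KO.

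The 5 windows with the highest COI6 KO value among those silent in both WT libraries and ectopic in all 4 mutants are given with their positions on the MIC supercontigs named in the files. No gene annotation of these supercontigs was used here. The first, on supercontig 2.2 from 3214100 to 3215099, lies 400 bp from a WT domain. It had 3 reads in WT at 10.5 hpm (0.627 RPM), 6 in WT at 12 hpm, 312 in COI6 KO (10.9 RPM), 132 in COI7 mutant, 1353 in LIA5 KO (42.9 RPM) and 72 in JMJ1 KO (4.47 RPM). The next, on supercontig 2.313 from 94100 to 95099, had 10.5 RPM in COI6 KO and 0.418 in WT at 10.5 hpm. On supercontig 2.9 from 1849100 to 1850099 the values were 10.2 RPM in COI6 KO and 0 reads in WT at 10.5 hpm, which allows up to 0.627 RPM. A window from 100 to 1099 on supercontig 2.15, 5100 bp from a domain, had 9.73 RPM in COI6 KO and 0 reads in WT at 10.5 hpm, and 1.40 RPM in WT at 3 hpm. The last, on supercontig 2.35 from 536100 to 537099, had 8.30 RPM in COI6 KO and 11.0 in JMJ1 KO, with 1 read in WT at 10.5 hpm. The values of these windows in COI6 KO are the highest by the rule that chose them.

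**Figure D5:**
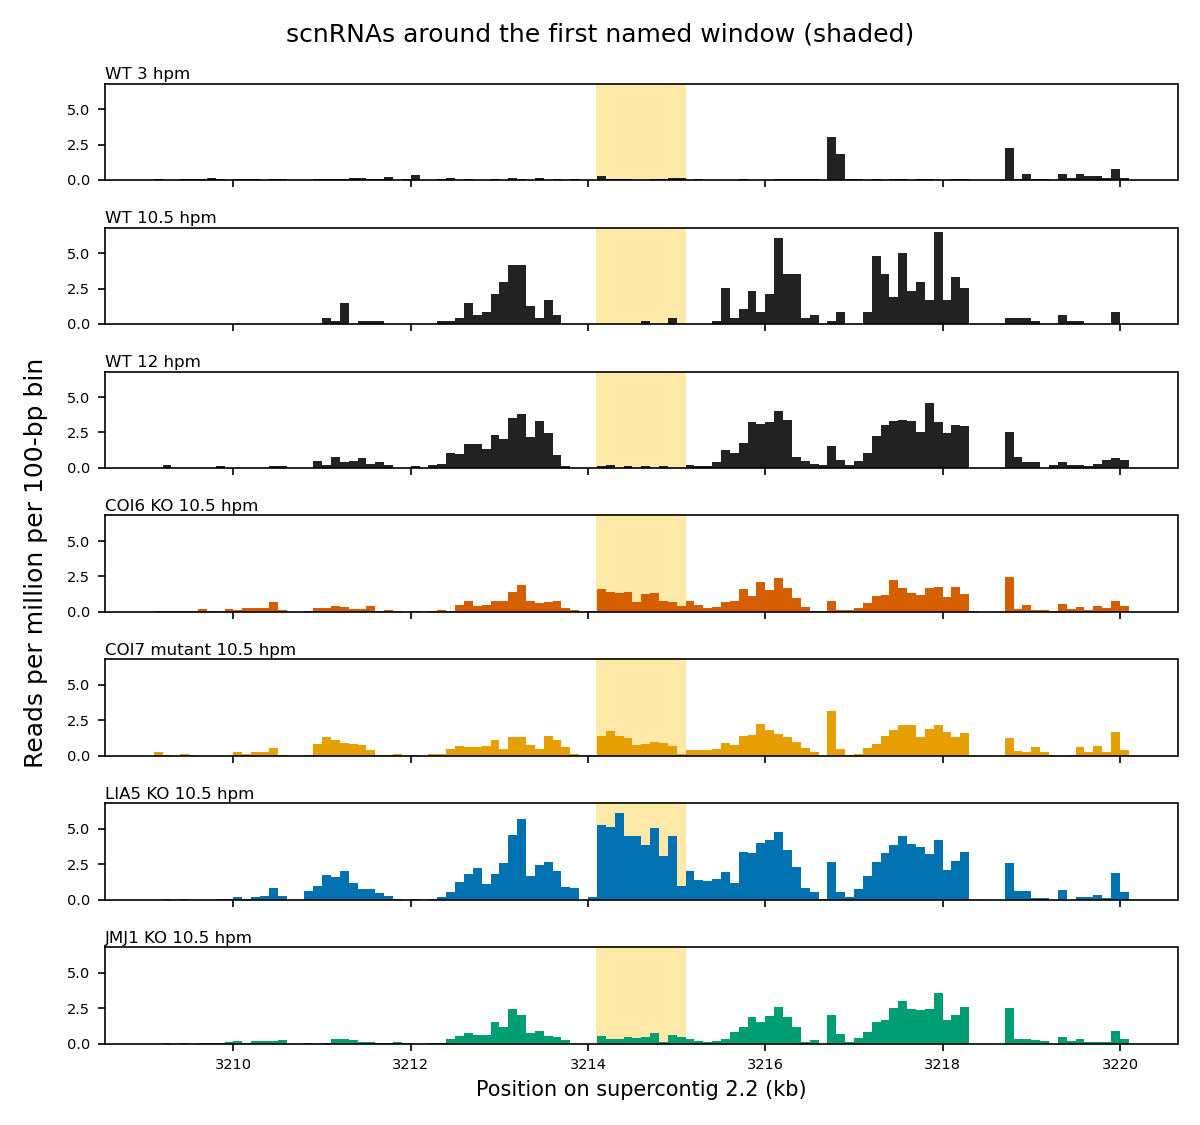
RPM per 100-bp bin (y axis) over 5 kb on each side of the first window on supercontig 2.2 (x axis, position in kb; window shaded), 1 row per library on the same scale. The shaded window holds 0.627 RPM in WT at 10.5 hpm, 10.9 in COI6 KO and 42.9 in LIA5 KO.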

Values the study reported

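Small RNA reads were compiled by the study at the edges of 3,722 IESs of type A and 2,863 of type B. Its broken boundary indices for WT cells, set against control WT cells, were centred at approximately 1.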

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

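All tests in this part were chosen only after the results were seen. What drew attention was a contrast with WT that changed sides between stages, with 1 library at each stage, so none of these differences between stages was tested. The batch and preparation of each library are not given in the labels, and variation from library to library stays open unless stated otherwise.

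The MDS-to-IES ratio of COI6 KO relative to WT lay below 1 early and above 1 late. At type-A loci it was 0.946 at 3 hpm, 0.762 at 6 hpm, 1.77 at 10.5 hpm and 1.90 at 12 hpm. At type-B loci it was 0.9501, 0.914, 4.16 and 4.47. Library size and divisors cancel in the ratio. Counting error is argued against, since the upper ends of the 6 hpm intervals were 0.767 at type-A and 0.931 at type-B loci. The late rise was found in 6 of 6 mutant libraries at 10.5 and 12 hpm, the lowest being 1.77 at type-A and 4.16 at type-B loci, while the WT ratio at 12 hpm was 1.07 and 0.963 times that at 10.5 hpm. A single deviating library is thus argued against for the late rise and stays open for the lower value at 6 hpm. A COI6 KO defect that begins after 6 hpm may underlie the later rise, which was not tested.

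On type-B IESs the COI6 KO level was 1.12 times WT at 3 hpm and 1.40 times at 6 hpm, then 0.486 times at 10.5 hpm and 0.511 times at 12 hpm. A difference in library size or divisor would move type-A and type-B IESs alike. The type-B to type-A IES level relative to WT was instead 0.946 at 3 hpm, 1.12 at 6 hpm and 0.433 at 10.5 hpm, and 0.516 at 12 hpm, which argues against that explanation for the later fall. The COI6 KO genotype stays open as an untested source.

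On type-A MDSs the COI6 KO level was 0.957 times WT at 6 hpm and 1.98 times at 10.5 hpm. With the divisors of the genome-wide tracks the 10.5 hpm value was 1.44, so the profile divisor does not account for the whole rise. No such divisor was at hand for 6 hpm, so the value below 1 there stays open.

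Changes on type-A IESs were smaller. The COI6 KO level was 1.26 times WT at 6 hpm, 1.12 times at 10.5 hpm and 0.990 times at 12 hpm. The JMJ1 KO level was 1.01 times WT at 10.5 hpm and 0.875 times at 12 hpm. With the track divisors the 10.5 hpm values became 0.816 for COI6 KO and 0.691 for JMJ1 KO, on the other side of 1. Set against WT at 12 hpm instead, these levels moved little with the same change of divisors. They went from 0.923 to 0.966 for COI6 KO and from 0.832 to 0.818 for JMJ1 KO. The shift thus came mostly with the divisor of the WT 10.5 hpm track. Scaling each library to its own profiles moved the COI6 KO value at 12 hpm to 1.14. The choice of divisor, mainly that of WT at 10.5 hpm, is thus a candidate explanation for both changes of side. No biological reading is offered for them.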

How the results depend on the processing

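The results were recomputed under 29 settings, which gave 986 values. Of these, 327 stayed within the interval of the reported value, or within 1.5 times it for a count, 631 moved beyond it in the same direction and 28 reversed. The track divisors, the track values as deposited, the binomial test and the boundaries with at least 5 WT reads outside were chosen after seeing the data. The cause was not tested for any of these changes unless one is given. Besides the values below, 460 other values moved, 236 of them higher and 224 lower. Values are for 10.5 hpm unless another stage is named.

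The MDS-to-IES ratio relative to WT stayed above 1 in all 4 mutants at both locus types under the 7 settings tried. Without the 50 bp next to the boundary it was at type-A 1.85 (COI6 KO), 2.27 (COI7 mutant), 3.67 (LIA5 KO) and 3.13 (JMJ1 KO), and at type-B 4.49 (COI6 KO), 4.54 (COI7 mutant), 4.59 (LIA5 KO) and 5.39 (JMJ1 KO). With 250 bp on each side it was at type-A 1.61 (COI6 KO), 1.91 (COI7 mutant), 2.88 (LIA5 KO) and 2.26 (JMJ1 KO), and at type-B 3.34 (COI6 KO), 3.40 (COI7 mutant), 3.63 (LIA5 KO) and 3.66 (JMJ1 KO). With the median over bins it was at type-A 1.91 (COI6 KO), 2.40 (COI7 mutant), 3.80 (LIA5 KO) and 3.18 (JMJ1 KO), and at type-B 4.68 (COI6 KO), 4.80 (COI7 mutant), 5.07 (LIA5 KO) and 6.13 (JMJ1 KO). On the sense strand it was at type-A 2.83 (JMJ1 KO), and at type-B 4.09 (COI6 KO), 4.11 (COI7 mutant), 4.201 (LIA5 KO) and 4.74 (JMJ1 KO). On the antisense strand it was at type-A 2.89 (JMJ1 KO), and at type-B 4.22 (COI6 KO), 4.30 (COI7 mutant), 4.41 (LIA5 KO) and 4.97 (JMJ1 KO). At left boundaries it was at type-A 1.73 (COI6 KO), 2.10 (COI7 mutant) and 2.82 (JMJ1 KO), and at type-B 4.79 (JMJ1 KO). At right boundaries it was at type-A 1.80 (COI6 KO), 2.17 (COI7 mutant) and 2.90 (JMJ1 KO), and at type-B 4.92 (JMJ1 KO).

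For the IES level at type-B loci relative to WT, COI6 KO, COI7 mutant and JMJ1 KO stayed below 1 under the 9 settings, while LIA5 KO reversed under both other scalings. Without the 50 bp next to the boundary it was 0.474 (COI6 KO), 0.422 (COI7 mutant), 1.40 (LIA5 KO) and 0.531 (JMJ1 KO). With 250 bp on each side it was 0.561 (COI6 KO), 0.497 (COI7 mutant), 1.74 (LIA5 KO) and 0.519 (JMJ1 KO). With the median over bins it was 0.456 (COI6 KO), 0.404 (COI7 mutant), 1.37 (LIA5 KO) and 0.480 (JMJ1 KO). At left boundaries it was 0.489 (COI6 KO) and 1.42 (LIA5 KO). At right boundaries it was 0.482 (COI6 KO) and 1.45 (LIA5 KO). Scaled to the sum of its own profiles it was 0.533 (COI6 KO), 0.509 (COI7 mutant), 0.744 (LIA5 KO) and 0.556 (JMJ1 KO). Scaled by the divisor of the track it was 0.353 (COI6 KO), 0.312 (COI7 mutant), 0.910 (LIA5 KO) and 0.367 (JMJ1 KO). Other levels that reversed lay on type-A IESs in most cases. The level of JMJ1 KO there became 0.991 without the 50 bp next to the boundary, 0.968 with the median over bins and 0.691 with the track divisor. That of COI7 mutant became 0.967 with the median over bins and 0.741 with the track divisor, and that of COI6 KO 0.816 with the track divisor. For COI6 KO at 12 hpm it became 1.04 with 250 bp, 1.0005 at left boundaries and 1.14 when scaled to its own profiles. The last scaling also gave 0.826 for LIA5 KO on type-A IESs, and for COI6 KO at 3 hpm 0.972 on type-A MDSs, 0.972 on type-B IESs and 0.923 on type-B MDSs. That scaling fixes the sum of each library, so the larger rise of LIA5 KO on MDSs lowers its IES values by construction.

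The change in level from 6 to 10.5 hpm was followed on type-B IESs (B IES) and type-A MDSs (A MDS). Without the 50 bp next to the boundary 0.613 (A MDS, WT), 15.3 (B IES, WT), 1.33 (A MDS, COI6 KO) and 5.17 (B IES, COI6 KO) were found. With 250 bp on each side 0.680 (A MDS, WT), 10.1 (B IES, WT), 1.33 (A MDS, COI6 KO) and 4.07 (B IES, COI6 KO) were found. With the median over bins 16.8 (B IES, WT), 1.37 (A MDS, COI6 KO) and 5.36 (B IES, COI6 KO) were found. The type-A MDS value of COI6 KO was 1.31 on the sense strand and 1.30 on the antisense strand. At left boundaries 0.641 (A MDS, WT) and 4.94 (B IES, COI6 KO) were found. At right boundaries 0.622 (A MDS, WT) and 5.05 (B IES, COI6 KO) were found. Scaled to the sum of its own profiles 0.317 (A MDS, WT), 7.23 (B IES, WT), 0.868 (A MDS, COI6 KO) and 3.32 (B IES, COI6 KO) were found. The last of these scalings fixes the sum of each library, so a rise on type-B IESs lowers the other levels by construction. It reversed further changes over time. In WT they became 1.07 on type-B IESs from 3 to 6 hpm, 0.836 on type-A IESs and 0.813 on type-B MDSs from 6 to 8 hpm, 0.620 and 0.890 there from 6 to 10.5 hpm, and 0.972 and 0.984 from 10.5 to 12 hpm. In COI6 KO the type-A IES change became 0.734 from 6 to 10.5 hpm and 0.902 from 10.5 to 12 hpm.

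The distal over proximal MDS level at type-B loci stayed above 1 in JMJ1 KO and below 1 in COI6 KO. Comparing 100-bp zones near to and far from the boundary it was 0.763 (COI6 KO) and 1.51 (JMJ1 KO). At left boundaries it was 0.853 (COI6 KO) and 1.38 (JMJ1 KO). At right boundaries it was 0.828 (COI6 KO) and 1.30 (JMJ1 KO).

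More ectopic windows were counted in JMJ1 KO than in COI6 KO under every setting tried, from 2.68 to 24.6 times as many. Relative to WT at 12 hpm, the COI6 KO count ranged from 1.21 times at 8 RPM to 4.27 times in the binomial test. The calls of that test depend on depth, which differs between these libraries. With silence at most 0.5 RPM 270 (COI6 KO), 315 (COI7 mutant), 1206 (LIA5 KO) and 1870 (JMJ1 KO) windows were found, with 140 in WT at 12 hpm. With ectopic windows at 8 RPM or more 136 (COI6 KO), 126 (COI7 mutant), 777 (LIA5 KO) and 903 (JMJ1 KO) windows were found, with 112 in WT at 12 hpm. With ectopic windows at 2 RPM or more 2810 (COI6 KO), 2964 (COI7 mutant), 5167 (LIA5 KO) and 7542 (JMJ1 KO) windows were found, with 1161 in WT at 12 hpm. In 500-bp windows 2094 (COI6 KO), 2377 (COI7 mutant), 6516 (LIA5 KO) and 7772 (JMJ1 KO) windows were found, with 1160 in WT at 12 hpm. With silence in both WT libraries 89 (COI6 KO), 136 (COI7 mutant) and 1208 (LIA5 KO) windows were found. With values as deposited 1967 (COI6 KO), 2099 (COI7 mutant), 5117 (LIA5 KO) and 5760 (JMJ1 KO) windows were found, with 1216 in WT at 12 hpm. By the exact binomial test 1610 (COI6 KO), 1617 (COI7 mutant), 4915 (LIA5 KO) and 7526 (JMJ1 KO) windows were found, with 377 in WT at 12 hpm. Lower limits pass more windows and stricter ones fewer by construction. The windows of WT at 12 hpm are excluded by silence in both WT libraries, which leaves no distance or share to compute for them.

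The share of COI6 KO ectopic windows that another mutant shared moved under 3 of the 7 settings. With silence at most 0.5 RPM it was 65.6% (COI7 mutant), 69.6% (LIA5 KO) and 63.7% (JMJ1 KO). With ectopic windows at 8 RPM or more it was 68.4% (COI7 mutant), 67.6% (LIA5 KO) and 72.8% (JMJ1 KO). With silence in both WT libraries it was 47.2% (COI7 mutant), 77.5% (LIA5 KO) and 50.6% (JMJ1 KO).

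The share within 1 kb of a WT domain was lower in JMJ1 KO than in COI6 KO under the settings that moved both. With silence at most 0.5 RPM it was 33.5% (JMJ1 KO). With ectopic windows at 2 RPM or more it was 45.2% (COI6 KO). In 500-bp windows it was 62.1% (COI6 KO). With silence in both WT libraries it was 50.6% (COI6 KO) and 32.8% (JMJ1 KO). With values as deposited it was 65.5% (COI6 KO) and 46.9% (JMJ1 KO). With domain bins at 1 RPM it was 39.7% (COI6 KO) and 25.2% (JMJ1 KO).

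The median boundary index stayed above 1 in all 4 mutants, whereas that of WT at 12 hpm, 0.964 as reported, reversed under 3 settings. With domains from WT at 10.5 hpm it was 1.85 (WT 12 hpm), 2.96 (COI6 KO), 3.09 (COI7 mutant), 2.81 (LIA5 KO) and 2.72 (JMJ1 KO). With domain bins at 1 RPM it was 1.03 (WT 12 hpm), 1.58 (COI6 KO), 1.58 (COI7 mutant), 1.53 (LIA5 KO) and 1.38 (JMJ1 KO). With a pseudocount of 1 it was 1.52 (COI6 KO), 1.57 (COI7 mutant), 1.28 (LIA5 KO) and 1.47 (JMJ1 KO). With a smaller pseudocount it was 2.07 (COI6 KO), 2.10 (COI7 mutant), 2.03 (LIA5 KO) and 1.86 (JMJ1 KO). Without the adjacent 100-bp bin it was 1.01 (WT 12 hpm), 2.14 (COI6 KO), 2.20 (COI7 mutant), 1.84 (LIA5 KO) and 1.97 (JMJ1 KO). At left boundaries it was 1.98 (COI6 KO) and 1.85 (LIA5 KO). At right boundaries it was 1.86 (COI6 KO) and 1.74 (LIA5 KO). At boundaries with at least 5 WT reads outside it was 1.09 (COI6 KO), 1.13 (COI7 mutant), 1.04 (LIA5 KO) and 1.045 (JMJ1 KO). A boundary set with many WT reads outside has a higher WT ratio by selection, which lowers the index of every library. The WT 10.5 hpm track has a median of 2 reads outside a boundary, which limits what single boundaries show. Divided by the median of WT at 12 hpm, that of COI6 KO ranged from 1.54 with domain bins at 1 RPM to 2.12 without the adjacent bin and with the smaller pseudocount.

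For the correlation of COI6 KO with WT and with COI7 mutant the order of these values was kept, but the pair of COI6 KO and COI7 mutant was not the highest of all pairs in 100-bp bins or 10-kb windows. In 100-bp bins it was 0.666 (with WT) and 0.768 (with COI7 mutant). In 10-kb windows it was 0.915 (with WT) and 0.960 (with COI7 mutant). Over windows above 0 in at least 1 library it was 0.842 (with WT) and 0.917 (with COI7 mutant). As Pearson's r on log2(RPM + 1) it was 0.902 (with WT) and 0.959 (with COI7 mutant).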

Other observations

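The tests of depth and of run number for ectopic windows were set out before their results were seen, and the other tests in this part were chosen afterwards.

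LIA5 KO levels as deposited exceeded WT on IESs and MDSs of both types at 10.5 hpm. With the divisors of the genome-wide tracks in place of those of the profiles, the type-B IES level was 0.910 times WT at 10.5 hpm and 1.02 times WT at 12 hpm. The higher level on type-B IESs may therefore come from the divisor. For type-A IESs the ratio was 1.01 against WT at 10.5 hpm and 1.19 against WT at 12 hpm, so the divisor and a true rise cannot be told apart, since the answer depends on the WT library. On type-B MDSs the ratio was 3.91, and the divisor is argued against as the whole cause there.

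JMJ1 KO had 5.67 times as many ectopic windows as COI6 KO. After thinning to one depth the factor was 5.30, which argues against sequencing depth. Of the JMJ1 KO windows 18.2% lay in runs of 3 or more adjacent windows, compared with 3.91% in COI6 KO, 2.17% in COI7 mutant and 3.52% in LIA5 KO. In WT at 3 hpm the share was 13.2% and the longest run 14 windows, so long runs also occur with Early-scnRNAs. When the 537 highest JMJ1 KO windows were taken, as many as COI6 KO has, 11.7% (9.28 to 14.7%) lay in such runs, so the larger number of windows is argued against as the whole cause. Random placement of all JMJ1 KO windows among silent windows gave at most 0.723% in 100 draws. The longest run, chosen after its values were seen, covers 8 windows from 100 to 8099 on supercontig 2.41, with a mean of 6.65 RPM in JMJ1 KO, 0.0784 in WT at 10.5 hpm, 0.305 in WT at 12 hpm and 0.344 in COI6 KO. Supercontig 2.29 held 78 JMJ1 KO windows, 2.56% of them, and 0.535% of silent windows. Signal that extends over longer stretches in JMJ1 KO may account for these runs, and so may left-over Early-scnRNAs, which were not examined for the runs. Repeated sequences with shared reads were not examined.

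Ectopic windows can also hold Early-scnRNAs that were not removed. Part of them had at most 1 RPM in WT at 3 hpm, 22.2% in COI6 KO, 18.6% in COI7 mutant, 45.0% in LIA5 KO and 36.5% in JMJ1 KO, where left-over Early-scnRNAs are argued against as the source. The share was 11.7% for the WT 12 hpm background windows and 79.1% for all silent windows. Windows at 4 RPM or more at 3 hpm made up 45.1% in COI6 KO, 54.5% in COI7 mutant, 18.4% in LIA5 KO and 25.2% in JMJ1 KO. The share was 66.8% for the WT 12 hpm background windows, higher than in each mutant, and 3.18% for all silent windows. For those, left-over Early-scnRNAs and new Late-scnRNAs from the same place cannot be told apart, because the tracks do not separate them. WT at 3 hpm itself passed at 2897 windows.

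A shoulder appeared in the compiled profiles 41 to 60 bp outside the IES boundaries. Relative to 81 to 120 bp outside, the level was above 1 in 26 of 26 type-A and 23 of 26 type-B combinations of library and side. The other 3 are all from JMJ1 KO, with 0.995 at 10.5 hpm and 0.928 and 0.969 at 12 hpm. Relative to 11 to 30 bp outside, a zone added after the data were seen, the level was above 1 in 25 of 26 type-A and 26 of 26 type-B combinations. In WT at 12 hpm these values ran from 0.983 to 1.03, so no local maximum was resolved there, and the lowest in WT at 10.5 hpm was 1.054 (0.969 to 1.15). In 7 of the 13 libraries both ratios exceeded 1 beyond their intervals on both sides of both types, which argues against a single locus with many reads. For type-A in WT at 3 hpm the lower ratio was 1.24, before Late-scnRNAs accumulate on type-B IESs, so Late-scnRNA production alone is argued against. From 51 to 70 bp outside, the level of the strand running toward the IES was 1.59 times that of the other at type-B loci in WT at 10.5 hpm and 1.10 times at 3 hpm. At 10.5 and 12 hpm the lowest value was 1.22 against 1.203 as the highest at 3 to 8 hpm at type-B, and 1.18 against 1.14 at type-A, differences of 0.304 and 0.914 counting standard errors. The values varied more between the 5 stages than within them, with a one-sided permutation p of 0.0269 at type-B and 0.0351 at type-A. This test was chosen after the values were seen, as the third one tried on them, after a counting comparison of 2 WT libraries and a split into early and late libraries. A fixed sequence or mapping property is argued against only as the whole cause of this strand difference between stages. The early libraries are of WT and COI6 KO only, and a change with stage in the loci that contribute reads stays open. For the shoulder itself a fixed property was not tested and stays open, since the shoulder is present at early and late stages. The base composition of these positions was not examined, and no biological explanation was tested.

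The WT 10.5 hpm track holds 0.466 times the reads of the WT 12 hpm track, yet its compiled profiles hold 1.12 times as many reads. A shallower library is therefore argued against. In 13496 windows with at least 200 reads in WT at 12 hpm, the median deposited value of WT at 10.5 hpm was 0.440 times that of WT at 12 hpm, with 0.197 and 0.786 at the 5th and 95th percentiles, and 4.60% of windows reached 0.8. Loss confined to other windows, or to a small part of these, is argued against. The ratios spread widely, and windows with fewer reads in WT at 12 hpm were not compared. Those include most of the silent windows, so an uneven loss stays open. A different treatment of reads for this track was not testable here. It matters because this track defines the silent windows.

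The index at both ends of a domain was weakly related in COI6 KO, with a rho of 0.214 over 8547 domains. That rho was 0.179 in COI7 mutant, 0.135 in JMJ1 KO, 0.108 in LIA5 KO and 0.0302 in WT at 12 hpm. Counting noise would weaken the relation of the same boundary between 2 mutants as well. COI6 KO was divided by WT at 12 hpm and COI7 mutant by WT at 10.5 hpm. The rho of the same boundary was then 0.438, against 0.205 for the opposite boundary of the same domain. This pair had the highest same-boundary rho of the mutant pairs. COI6 KO had 0.338 with JMJ1 KO and 0.284 with LIA5 KO, and the lowest was 0.276, for JMJ1 KO and LIA5 KO. The opposite boundary is given for COI6 KO and COI7 mutant alone. Boundaries of one domain may thus respond separately in COI6 KO and COI7 mutant. This hypothesis was found and examined on the same libraries.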
